A study of Mus musculus with 15 samples.

How the data were processed

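RNA sequencing libraries were made from the epithelium lining the mouse uterus, with 3 libraries in each of 5 groups. Total RNA was purified with a Qiagen RNeasy kit and the libraries were built with the NEBNext Ultra RNA kit, per the labels' protocols. The labels give the cell type (luminal or glandular epithelium), the genotype (wild type, or overexpression of the receptor gene Notch1) and the time (day 4) of each sample. Groups were taken from the sample titles, which also separate the Notch1-overexpressing animals into E-OEX and U-OEx. The titles do not say what these abbreviations stand for, and they are used here as names only. The replicate numbers 1 to 3 also come from the titles, and any pairing of libraries across groups rests on them.

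The deposited value of a gene is a scaled read count, handled here as a signal: the authors' deposited values are read counts divided by 1 factor per library. No header or label states the aligner, the counting tool, the genome build, the annotation or the scaling method. That the values are scaled counts was read from the values themselves. Each library's values are whole multiples of its smallest positive value, and dividing by that step gave a number within 0.01 of a whole read for 100% of the values in every library. Reads were recovered in this way. The geometric mean of the recovered factors was 1.01 over the 6 wild-type libraries, 1.01 over the 6 E-OEX libraries and 1.08 over the 3 U-OEx libraries, so the wild-type and E-OEX tables appear to have been scaled separately.

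The tables list different genes. The same 6414 genes are listed in each of the 6 wild-type tables. There are 4903 genes in each E-OEX table and 27946 in each U-OEx table. In the wild-type tables the smallest absolute log2 ratio between the glandular and luminal group means was 1.00. In the E-OEX tables it was also 1.00, and 1 gene lay marginally under 1. Both lists therefore hold genes that had been selected for a difference between the epithelia. The numbers of genes shared were 2933 between wild type and E-OEX, 6204 between wild type and U-OEx, 4676 between E-OEX and U-OEx, and 2819 among all 3. A gene outside a table's list was not analysed there, and it was never read as having no reads. Gene symbols were those given beside the identifiers in the deposited data, and they were not checked against a reference. GENCODE M21 held 6086 of 6096 Ensembl identifiers in the wild-type tables, 4672 of 4681 in the E-OEX tables and 27131 of 27185 in the U-OEx tables. The 318, 222 and 761 remaining entries carry names of unannotated transcripts and have no symbol. The files name no genome build, and no coordinates are given.

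Reads in the listed genes ranged from 3818041 to 4797424 per wild-type library, from 1980800 to 3494859 per E-OEX library and from 13541644 to 14981505 per U-OEx library. For the wild-type and E-OEX libraries these are sums over a selected list, and the full depth of those libraries is not known. A group whose libraries all held 3 reads or fewer for a gene was treated as being at the detection floor. A fold change against it is given as a lower bound computed at 3 reads from the deposited values, without rescaling between genotypes. Standard deviations and tests cover the spread between libraries, except that Fisher's exact tests and correlations across genes do not. Replicates were compared before averaging. A chi-square statistic of the recovered reads ranged from 18.2 to 204 per degree of freedom over all pairs within groups, so no library was a repeat of another.

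The main test was limma (version 3.58.1, lmFit and eBayes with a mean-variance trend, R 4.3.3) on log2(value + 1) of genes with a mean value of at least 1, with Benjamini-Hochberg adjustment within each of 7 comparisons and a threshold of 0.05 on the adjusted p-value. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. The design fixed in advance named this test for normalized values and took them as deposited. The glandular against luminal comparisons lie within a single set of tables and used the deposited values. So did the interaction, in which a constant factor per genotype cancels. Because the wild-type and E-OEX tables appear to have been scaled separately, and no label states how the U-OEx tables were scaled, comparisons between genotypes used the recovered reads of the shared genes, rescaled together with the TMM method of edgeR (version 4.0.16); this departs from the design, and the deposited scale is reported as an alternative. TMM assumes that most shared genes do not change, and the shared genes are those that differ between the epithelia in at least 1 genotype.

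Gene panels were written before the data were examined: 20 target or pathway genes of Notch signalling without Notch1 itself, 14 genes named in the field as markers of uterine glands, and panels for luminal, stromal, smooth muscle, endothelial, immune and general epithelial cells. The Notch and gland panels were tested with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 7 panel tests of a setting. With 3 libraries against 3, an exact permutation test cannot give a p-value under 0.1, so these adjusted values rest on the fitted model. In the interaction, the stromal, smooth muscle and endothelial genes were first tested together with camera. After that result was seen, an exact permutation test over 32 exchanges of genotype labels took its place, and both results are given. A panel of 24 heat shock and immediate early genes was written after the data were seen. The text names Notch1, the genes of the Notch and gland panels that passed the adjusted threshold, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, without overlap between the groups and with a mean of at least 10. Other named genes are stated to be chosen after their values were seen.

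Alternatives chosen before the data were examined were quantile normalization, no filter, a pseudocount of 0.1, a minimum absolute log2 fold change of 1, the replicate number as a block, 1 fit over all 5 groups, leaving out each library in turn, and for panels the self-contained test fry. Added after seeing the data were edgeR's quasi-likelihood test and the DESeq2 (version 1.42.0) Wald test on the recovered reads, and the deposited scale. The test scripts were tested on simulated counts with 200 genes changed by a factor of 4. limma recovered 86% of them in a simulated comparison of wild-type glandular and luminal libraries over 5230 genes, with 5% of its calls false. It recovered 23.5% at the spread of the E-OEX and wild-type luminal libraries over 1979 genes, 56.5% for U-OEx against wild type over 4782 genes and 1.5% in the interaction over 2590 genes. All calls on changed genes had the right sign. A change of this size was therefore seldom detectable in the interaction. Tables were read with Python 3.11.15 and pandas 2.3.3.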

Results

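The libraries profiled luminal epithelium (LE), which lines the uterine cavity, and glandular epithelium (GE), which forms the uterine glands, on day 4. Wild-type and E-OEX animals contributed 3 LE and 3 GE libraries each, and U-OEx animals contributed 3 LE libraries. The series' title names the overactivation of Notch1 signalling as its subject, and its design text lists the wild-type and E-OEX groups. Reads in listed genes ranged from 4573726 to 4797424 in wild-type LE, from 3818041 to 4420167 in wild-type GE, from 1980800 to 2527819 in E-OEX LE, from 2995435 to 3494859 in E-OEX GE and from 13541644 to 14981505 in U-OEx LE. The wild-type and E-OEX sums cover selected gene lists and are not sequencing depths. Values are scaled read counts, given as mean ± SD over 3 libraries. Group means are on the deposited scale, which may differ between genotypes. Log2 fold changes between genotypes come from reads rescaled together. Changes given as at least a stated fold are on the deposited scale, and between genotypes they are lower bounds on that scale only.

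Notch1 (ENSMUSG00000026923), the overexpressed gene, was analysed only in the U-OEx libraries. Its scaled read counts were 2913, 3524 and 2789 in U-OEx LE replicates 1 to 3, a mean of 3075 ± 393 (SD, n = 3). Notch1 was not compared with wild type, and the genotype labels were not checked on the targeted gene itself. The Notch target Hes1 (ENSMUSG00000022528) was analysed in the overexpressing libraries alone. Its mean was 2485 ± 420 in E-OEX LE, 10707 ± 2792 in E-OEX GE and 2613 ± 142 in U-OEx LE (SD, n = 3 each).

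The first comparison asked how E-OEX luminal epithelium differed from wild type. Of 2600 genes tested, 277 passed an adjusted p-value of 0.05 in limma, with 133 higher and 144 lower in E-OEX. At an unadjusted p-value under 0.05 there were 665 genes. The values of the groups did not overlap for 777 genes (29.9%), where chance gives 10%. The median log2 fold change was -0.09. Over the alternatives run, the count ranged from 56 genes, with wild-type LE replicate 3 left out, to 616 in 1 fit over all 5 groups. Each of the 277 genes changed by at least 1 on the log2 scale.

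Lgi2 (ENSMUSG00000039252) had the largest rise in E-OEX LE, from 5.86 ± 4.22 to 2978 ± 1933 (SD, n = 3 each), a log2 fold change of 8.57 (SE 0.80, limma adjusted p = 0.00129). Slc34a2 (ENSMUSG00000029188) rose from 3.52 ± 0.515 to 1444 ± 1696, a log2 fold change of 7.37 (SE 0.85, limma adjusted p = 0.00157). Hp (ENSMUSG00000031722) was at the detection floor in wild-type LE and was at least 279-fold higher in E-OEX LE, although its 3 E-OEX values spread from 47.5 to 2356. The largest falls were those of Efhd1 (ENSMUSG00000026255), from 2469 ± 669 to 13.4 ± 9.96 and with a log2 fold change of -7.76, Mcub (ENSMUSG00000029378) with -6.53 and Slc13a5 (ENSMUSG00000020805) with -5.97. The limma adjusted p-values of these 3 genes were 0.000267, 0.00145 and 0.0043. The symbol Mcub is also given to another identifier, ENSMUSG00000027994, whose interaction of genotype and epithelium did not pass (limma adjusted p = 0.948). The name of ENSMUSG00000029378 is therefore uncertain, and the values printed under Mcub belong to that identifier alone.

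The Notch panel had a mean log2 fold change of 1.50 in E-OEX LE over the 9 members tested, with 8 members higher (camera in limma, adjusted p = 0.0228 over 7 panel tests). Hey1 (ENSMUSG00000040289) was 99.9 ± 66.2 in wild-type LE and 1358 ± 410 in E-OEX LE, a log2 fold change of 3.83 (SE 0.62). Heyl (ENSMUSG00000032744) rose from 3.86 ± 1.10 to 127 ± 78.2, a log2 fold change of 4.37 (SE 0.71). Both had a limma adjusted p-value of 0.00646. These 2 members passed the threshold with adjustment over all genes, and 4 passed with adjustment over the panel alone, the others being Cdkn1a and Myc, both higher. The gland panel did not shift as a whole in E-OEX LE, with a mean log2 fold change of 0.73 over 10 members (camera in limma, adjusted p = 0.296). Among its members, Prap1 (4.09) and Wfdc3 (3.78) rose and Sult1d1 (-2.77) fell on the log2 scale, past the adjusted threshold. With adjustment over the panel alone 5 passed, adding Foxa2 and Spink1. Sult1d1 did not pass in edgeR on the recovered reads (adjusted p = 0.0592).

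**Figure D1:**
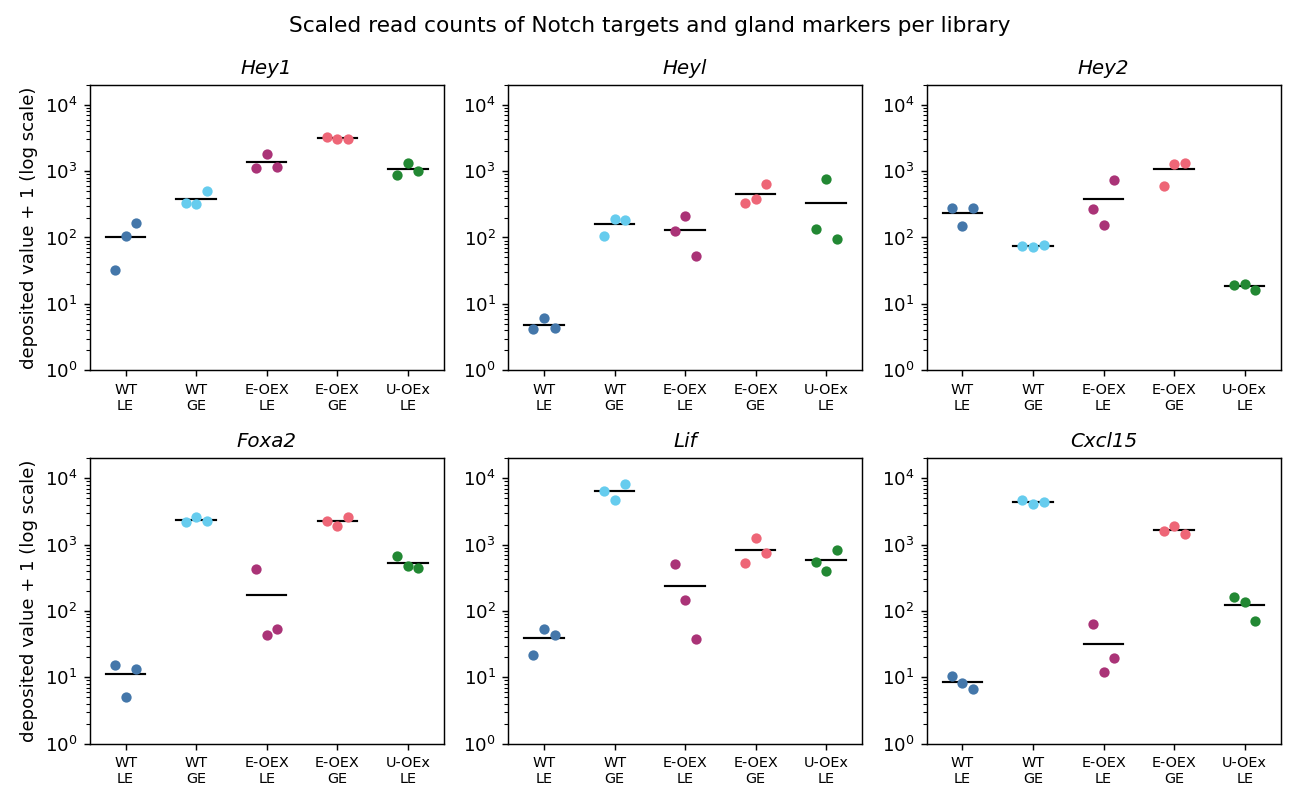
Deposited scaled read counts plus 1, on a log axis, for 3 Notch targets (Hey1, Heyl, Hey2) and 3 gland markers (Foxa2, Lif, Cxcl15) in wild-type (WT), E-OEX and U-OEx libraries; each point is 1 library, each bar is the mean of 3, and the scale may differ between genotypes. Hey1 means run from 99.9 in wild-type LE to 3121 in E-OEX GE, and Lif means are 6400 in wild-type GE and 838 in E-OEX GE.

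In glandular epithelium, E-OEX and wild type differed in 670 of 2851 genes (limma, adjusted p-value under 0.05), 277 higher and 393 lower. The values did not overlap for 1155 genes (40.5%, against 10% by chance), and 596 of the 670 genes changed by at least 1 on the log2 scale. With the replicate number as a block, 718 genes passed, of which 636 were among the 670. The deviations of same-numbered wild-type and E-OEX GE libraries from their group means correlated across genes at r = 0.122. The direction of the calls depended on the scaling. On the deposited scale 789 genes passed and 71.6% of them were higher in E-OEX, against 41.3% after rescaling, and the median log2 fold change of all genes was 0.50 against 0.05.

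Ugt2b34 (ENSMUSG00000029260) rose most in E-OEX GE, from 10.8 ± 8.22 to 5893 ± 901 (SD, n = 3 each), a log2 fold change of 8.76 (SE 0.45, limma adjusted p = 4.16e-06). It belongs to a family of near-identical genes, and how shared reads were counted is not stated. Fmo2 (ENSMUSG00000040170) rose by 6.11 and Slc6a15 (ENSMUSG00000019894) by 5.74 on the log2 scale. Spink1 (ENSMUSG00000024503) fell most, from 10548 ± 2255 to 148 ± 133, with a log2 fold change of -7.55 (SE 0.95, limma adjusted p = 0.000492). Prss12 (ENSMUSG00000027978) had a log2 fold change of -6.91 and Ttr (ENSMUSG00000061808) of -6.34.

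The gland panel was lower in E-OEX GE than in wild-type GE, with a mean log2 fold change of -2.24 over 10 members, of which 8 were lower (camera in limma, adjusted p = 0.0183, and adjusted p = 0.0163 with the replicate block). Of these members 7 passed the threshold over all genes and 8 with adjustment over the panel alone, the added one being Foxa2. Lif (ENSMUSG00000034394), which encodes a cytokine secreted by the glands, was 6400 ± 1706 in wild-type GE and 838 ± 374 in E-OEX GE, a log2 fold change of -3.46 (SE 0.34, limma adjusted p = 0.000144). Cxcl15 (-1.88), Calca (-3.94) and Sult1d1 (-1.48) were also lower on the log2 scale. Prap1 was at the detection floor in wild-type GE and at least 4.47-fold higher in E-OEX GE on the deposited scale. On that scale the median log2 fold change of all genes was 0.50, so 4.47 is not a lower bound after rescaling. After rescaling its log2 fold change was 2.81 (limma adjusted p = 0.00777). Foxa2 (ENSMUSG00000037025), a transcription factor of the glands, was 2364 ± 192 in wild-type GE and 2265 ± 326 in E-OEX GE, and did not pass over all genes (log2 fold change -0.53, limma adjusted p = 0.0982). Calca did not pass in DESeq2 on the recovered reads (adjusted p = 0.0526), and Sult1d1 did not pass on the deposited scale or in 1 fit over all 5 groups (limma adjusted p = 0.092 and 0.142).

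The Notch panel was higher in E-OEX GE than in wild-type GE, with a mean log2 fold change of 1.05 over 9 members, 6 of them higher (camera in limma, adjusted p = 0.0228, and adjusted p = 0.0273 with the replicate block). The members past the threshold were 5 under either adjustment. Hey2 (ENSMUSG00000019789) rose from 72.8 ± 2.57 to 1071 ± 411, a log2 fold change of 3.31, and Hey1 from 382 ± 104 to 3121 ± 122, a log2 fold change of 2.59. Cdkn1a rose by 1.83, Myc by 1.33 and Heyl by 1.04 on the log2 scale. Heyl did not pass after quantile normalization (limma adjusted p = 0.052). In 1 fit over all 5 groups Heyl, Myc and Cdkn1a did not pass (limma adjusted p = 0.428, 0.108 and 0.0597).

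The comparison of the epithelia within wild type covered 6414 genes that had been selected for such a difference, so the share of genes past a threshold describes the selection. The test called 6223 genes, 3628 higher in GE and 2595 higher in LE (limma, adjusted p-value under 0.05), and 6187 with the replicate number as a block. Quantile normalization gave 5381 genes, 2688 higher in GE and 2693 higher in LE. Same-numbered LE and GE libraries correlated in their deviations at r = 0.0486. The largest GE excess was that of the serine protease gene Prss29 (ENSMUSG00000034039), 12151 ± 5475 in GE and 3.07 ± 5.32 in LE, a log2 fold change of 12.33 (SE 0.92, limma adjusted p = 5.80e-05). Prss28 was at least 1730-fold and Krt83 at least 1370-fold higher in GE, with LE at the detection floor. Prss28 and Prss29 are related genes whose reads the counting could have divided between them. Serpina1e (-9.06), Wnt7a (-8.94) and Slc5a11 (-8.27) had the largest log2 differences in favour of LE, and Serpina1e also belongs to a family of near-identical genes. All 14 gland panel members passed under either adjustment, 11 of them higher in GE, with a mean log2 fold change of 5.65 against a median of 1.36 for all listed genes (camera in limma, adjusted p = 0.0258, and adjusted p = 0.0308 with the replicate block). Lif, Foxa2, Cxcl15, Spink1, Calca and Wfdc3 were higher in GE by 7.39, 7.86, 9.06, 10.62, 8.87 and 8.20 on the log2 scale. Ttr was at least 425-fold higher. Prap1, Sox17 and Slc39a2 were the 3 members higher in LE. All 10 Notch panel members listed passed, 9 higher in GE and Hey2 lower (-1.60).

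Within E-OEX, 4491 of 4903 genes passed, 3017 higher in GE and 1474 higher in LE (limma, adjusted p-value under 0.05), again among genes selected for this difference. The replicate block gave 4374 genes, and same-numbered libraries correlated at r = 0.0189. Quantile normalization gave 3251 genes and turned the share higher in GE from 67.2% to 46.5%. Sparcl1 (ENSMUSG00000029309) was 4302 ± 658 in GE and 2.19 ± 2.90 in LE, a log2 difference of 10.81 (SE 0.67, limma adjusted p = 3.58e-05). Col6a4 and Rgs5 were at least 1130-fold and 1110-fold higher in GE. Klk10 (-8.66), Wnt7a (-8.30) and Klk11 (-8.08) had the largest log2 differences in favour of LE. The gland panel members had a mean log2 difference of 2.79, with 8 of 10 higher in GE, but did not stand apart from the other listed genes, whose median was 1.75 (camera in limma, adjusted p = 0.489, and adjusted p = 0.375 with the replicate block). All 10 passed as single genes under either adjustment. Of the 13 Notch panel members tested, 12 passed under either adjustment, all higher in GE, among them Hes1 with a log2 difference of 2.09 (SE 0.32). Lif, at 2.46, did not pass in edgeR on the recovered reads (adjusted p = 0.0504). After quantile normalization 6 of the 12 Notch members (Gata3, Hey2, Myc, Il2ra, Lfng and Heyl) and 2 gland panel members (Lif and Ttr) did not pass, with limma adjusted p-values from 0.0535 to 0.561.

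Whether the genotype changed GE and LE differently was tested as the interaction over the 2933 shared genes. The GE minus LE difference had the same direction in both genotypes for 2827 genes (96.4%) and the opposite direction for 106. The differences correlated at r = 0.859 across genes, which are not independent replicates and were listed only where the epithelia differed in each genotype. The interaction passed for 315 genes (limma, adjusted p-value under 0.05), 171 positive and 144 negative, and for 314 with the replicate block. At an unadjusted p-value under 0.05 there were 703. Among the 315 genes the GE minus LE difference was smaller in E-OEX for 154, larger for 69 and opposite in direction for 92. The largest positive interactions were those of Tm4sf4 (8.24), Efhd1 (8.24) and Nptx2 (7.49), and the largest negative ones those of Lgi2 (-7.49), Clca3a2 (-6.67) and Ttr (-6.55), on the log2 scale. Clca3a2 has close paralogs and its 3 E-OEX LE values spread from 15.1 to 994. Of the Notch panel, Hey2 (3.30) and Heyl (-3.02) passed under either adjustment. Of the gland panel, Ttr, Lif (-4.93), Foxa2 (-3.36) and Cxcl15 (-2.99) passed over all genes, and 6 passed with adjustment over the panel alone, the added ones being Spink1 and Wfdc3. Foxa2 did not pass with a pseudocount of 0.1 (limma adjusted p = 0.0595).

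**Figure D2:**
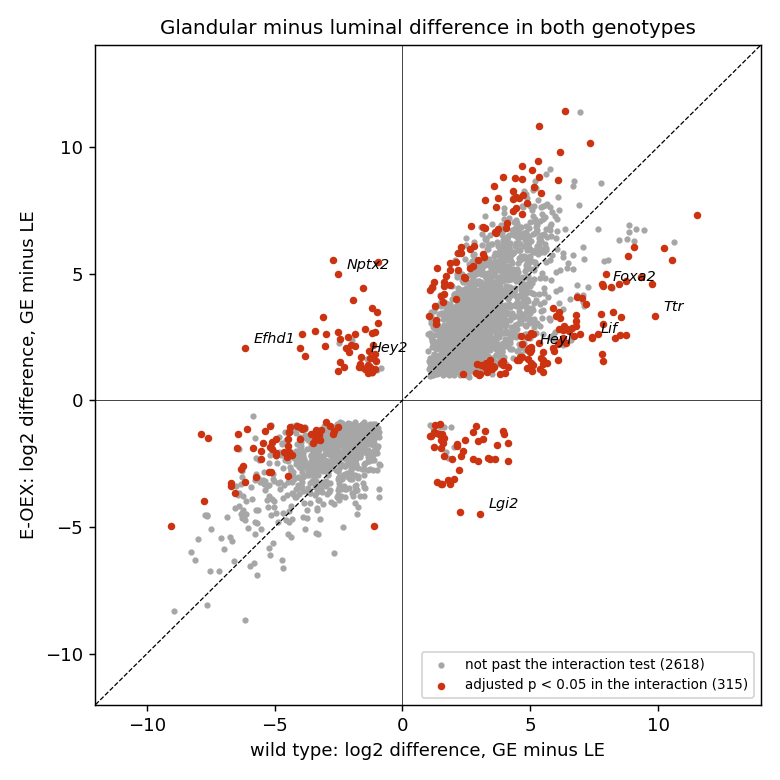
The log2 difference between glandular (GE) and luminal (LE) group means of log2(value + 1), in wild type on the horizontal axis and in E-OEX on the vertical axis, for the 2933 genes listed in both genotypes; red points are the 315 genes past the interaction test, grey points are the others, and the dashed line marks equal differences. Most points, 2827, lie in the quadrants of equal direction, and the empty bands along the axes reflect the listing of genes that differ at least about 1 on the log2 scale in each genotype.

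U-OEx luminal epithelium was compared with wild-type LE over 5949 genes. limma called 3384 genes, 1729 higher and 1655 lower in U-OEx (adjusted p-value under 0.05). The groups did not overlap for 3798 genes (63.8%, against 10% by chance). Olfm4 (ENSMUSG00000022026) had 0 reads in all 3 wild-type LE libraries and a mean of 29264 ± 16226 in U-OEx LE, at least 9210-fold higher. Dmbt1 was at least 7580-fold higher and Nos2 at least 1870-fold higher. Mme (ENSMUSG00000027820) fell from 42187 ± 12832 to 13.8 ± 8.01, a log2 fold change of -11.58 (SE 0.41, limma adjusted p = 2.60e-06). Slc5a11 was at least 1710-fold lower and Slc13a5 at least 1030-fold lower. The Notch panel had a mean log2 fold change of 2.06 over 10 members, 8 of them higher (camera in limma, adjusted p = 0.0258), and 9 members passed under either adjustment. Heyl rose by 5.45, Cdkn1a by 3.86, Hey1 by 3.65, Dtx1 by 3.20, Sox9 by 2.34, Notch3 by 2.25, Myc by 2.19 and Lfng by 2.02 on the log2 scale, while Hey2 fell by 3.63. Of 12 gland panel members tested, 9 passed under either adjustment, 5 higher and 4 lower. Foxa2 rose from 10.3 ± 5.48 to 530 ± 129, a log2 fold change of 5.66 (SE 0.51, limma adjusted p = 6.45e-05). Lif rose by 3.91, Cxcl15 by 3.80, Prap1 by 3.45 and Wfdc3 by 2.81, and the members that fell were Sult1d1, Sox17, Slc39a2 and Spink1.

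The luminal changes in E-OEX and U-OEx were set side by side over 2565 genes tested in both. Of these, 277 passed in E-OEX and 1228 in U-OEx, and 247 passed in both. The direction was the same for 246 of the 247, 114 higher and 132 lower. The fold changes correlated at r = 0.729 across 2657 genes. Both comparisons share the wild-type libraries. When different wild-type libraries served each genotype, r was between 0.415 and 0.683 over 6 assignments.

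Tested directly over 4275 genes, U-OEx LE and E-OEX LE differed in 642 (limma, adjusted p-value under 0.05), 298 higher and 344 lower in U-OEx. This count ranged from 60 to 904 when single libraries were left out. St8sia6 (8.48) and Postn (5.75) had the largest log2 rises that were not lower bounds, Nr2f1 was at least 47.5-fold higher, and Slc5a11, Lgi3 and Gsdmc2 were at least 552-fold, 216-fold and 50.5-fold lower in U-OEx LE. Gsdmc2 has close paralogs. Of 12 Notch panel members tested, 5 passed under either adjustment. Hey2 (-4.21) and Hes5 (-2.03) were lower and Dtx1 (2.36) and Lfng (1.61) were higher in U-OEx on the log2 scale, and Il2ra was at least 15.4-fold higher. Hes5 and Lfng did not pass with the replicate block (limma adjusted p = 0.0544 and 0.0506) and Dtx1 did not pass with a pseudocount of 0.1 (limma adjusted p = 0.0506). Lfng and Dtx1 did not pass in edgeR on the recovered reads (adjusted p = 0.0653 and 0.059). Of 7 gland panel members tested, Sult1d1 (-6.00) and Slc39a2 (-2.68) passed over all genes, and 4 passed with adjustment over the panel alone, the added ones being Cxcl15 and Foxa2.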

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

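The tests of GC content, of depth and of the splits of the samples rest on rules written before their results were seen. The test of dilution and the exact test of the cell panels in the interaction were chosen after the results were seen.

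The genotype effect differed between the epithelia for 315 genes by limma's interaction test. Among the named genes the interaction was negative, meaning a lower effect in GE than in LE, for Lgi2 (-7.49), Clca3a2 (-6.67), Ttr (-6.55), Slc34a2 (-5.91), Hp (-5.17), Lif (-4.93), Prss12 (-4.05), Foxa2 (-3.36), Heyl (-3.02) and Cxcl15 (-2.99). It was positive for Hey2 (3.30), Fmo2 (4.30), Slc6a15 (5.60), Mcub (5.91, for ENSMUSG00000029378), Nptx2 (7.49), Efhd1 (8.24) and Tm4sf4 (8.24). These genes reach the interaction in different ways. Lgi2 rose by 8.57 in LE and by 0.77 in GE. Efhd1 had a log2 fold change of -7.76 in LE and 0.19 in GE. Lif had 1.77 in LE (adjusted p = 0.227) and -3.46 in GE. Nptx2 and Tm4sf4 changed in opposite directions, -4.92 and -5.53 in LE against 2.23 and 2.42 in GE. Nptx2 spread widely in wild-type LE, at 13.5, 243 and 55.9 in replicates 1 to 3, so the size of its luminal fall is uncertain. The stromal gene Col1a1 had the same order there (53.9, 1693 and 475). Its mean was higher in wild-type GE (22418), though, where that of Nptx2 was lower (9.34).

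Chance was tested by exchanging genotype labels between same-numbered libraries of an epithelium, with all reads rescaled together. The real assignment gave 269 genes, and 2 of the 32 exchanges gave as many. The other one gave 592 genes and exchanged all 3 luminal pairs and no glandular pair, so that it tests the sum of the genotype effects in place of their difference. It is therefore not a chance draw, and the next highest count was 135. Other exchanges mix the genotype effects into the spread as well, so these counts neither exclude chance nor support it. After a correction for GC content and transcript length, 97.7% of the calls with such values remained, and after thinning all libraries to the same number of reads 82.2% remained, so neither accounts for the calls. The number of tables that hold both genotypes is 0, and separate processing of the genotypes cannot be told apart from the genotype by any test here. A constant factor per genotype cancels in the interaction. A different annotation or counting step that changed a gene by the same factor in both epithelia would largely cancel too, except at low values. A step that acted differently on the epithelia would not cancel, and neither case was tested.

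The mixture of cells is a further candidate explanation. In the interaction, the 22 shared stromal, smooth muscle and endothelial panel genes all had positive values, with a mean of 2.23 and 5 of them past the threshold, against a median of 0.33 for all genes. More RNA of such cells in the E-OEX GE libraries, less in the E-OEX LE libraries, or both, could produce positive interactions of genes expressed in them. The mean of the panel relative to all genes gave an exact permutation p = 0.0938 over the 32 exchanges (two-sided, smallest possible 0.0312), whereas limma's camera, which was run first and treats genes as nearly independent, gave 4.87e-05. The exact test was put in its place after that value was seen. A panel mean as large came from 3 of the 32 exchanges. As stated above, the exchanges mix the genotype effects into the spread, so this test cannot decide. A different mixture of cells was neither established nor excluded. In the comparisons between genotypes the same panels had a mean log2 fold change of -1.54 in LE (20 of 21 genes lower) and 0.50 in GE (20 of 22 higher). The mean in GE hides unequal changes. On the deposited scale the smooth muscle genes Acta2, Myh11 and Cnn1 had means of 1590, 1233 and 235 in wild-type GE. In E-OEX GE these were 6619, 5138 and 1214. Col1a1 went from 22418 to 28888 and Fbn1 from 1747 to 1528. For genes expressed in such cells, a positive interaction thus cannot be told apart from a different mixture of cells. This does not extend to a luminal gene such as Efhd1, whose means were 2469 in wild-type LE, 32.8 in wild-type GE and 13.4 in E-OEX LE.

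The fall of Lif, Ttr, Cxcl15 and other gland panel genes in E-OEX GE could come from dilution by RNA of other cells. Of the general epithelial panel, Cdh1 and Krt19 were tested, with a mean log2 fold change of 0.64 in E-OEX GE against wild-type GE (-0.77 and 2.04), while the gland panel had -2.24. Dilution by cells that are not epithelial would lower them. Both genes are higher in LE than in GE, though, so RNA of luminal cells would raise them, and these 2 genes cannot decide about dilution. Dilution alone would lower genes restricted to the glands by about the same factor. Instead the log2 fold changes were -1.88 (SE 0.24) for Cxcl15, -3.46 (SE 0.34) for Lif and -6.34 (SE 0.45) for Ttr. The gland gene Foxa2 had -0.53. On the deposited scale Wfdc3 was 1870 ± 41.5 in wild-type GE and 2215 ± 885 in E-OEX GE. That scale runs higher in E-OEX GE, with a median log2 fold change of all genes of 0.50 against 0.05 after rescaling. Wfdc3 therefore cannot be read as higher in E-OEX GE. The unequal log2 fold changes of Cxcl15, Lif, Ttr and Foxa2 argue against dilution as the only source of the falls of Lif and Ttr. A smaller dilution was not excluded. A lower expression of secretory gland genes in E-OEX GE is a hypothesis that cannot be told apart from separate processing of the genotypes.

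For each comparison of 3 against 3 libraries, the real split was the only 1 of the 4 splits that part all same-numbered pairs to give as many genes, and also the only 1 of all 10 splits. The other 6 splits keep at least 1 pair of same-numbered libraries together. With so few splits the share cannot go under 0.05, so chance was not excluded by this count in any of these comparisons. Of the calls with a value for GC content and transcript length, a correction for both left 97.0% in E-OEX LE, 92.5% in E-OEX GE, 94.5% in U-OEx LE against wild type and 97.3% in U-OEx against E-OEX LE. Thinning to equal numbers of reads left 88.8%, 96.0%, 96.2% and 94.9% of all calls. Groups of 3 libraries are too small for a test of single outlying samples.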

How the results depend on the processing

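No named gene and no panel mean reversed its direction under any alternative that was run, and neither did any gene called both before and in an alternative. The balance of higher and lower calls did change with the scaling in some comparisons. Reading a gene missing from a table as 0 was not run, because the lists reflect a selection and not the absence of reads.

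A single fit over all 5 groups was limited to at most the 2819 genes shared by all tables. It gave 616 genes against 277 for E-OEX and wild-type LE, 285 against 670 for E-OEX and wild-type GE, 2733 against 6223 for wild-type GE and LE, 2704 against 4491 for E-OEX GE and LE, and 1274 against 3384 for U-OEx and wild-type LE. The GE and LE counts and the U-OEx count follow in part from the smaller gene set, which held 2762, 2612 and 1267 of the genes called before. For E-OEX and wild-type GE it still tested 646 of the 670 genes, and shared spread estimates with the more variable E-OEX LE group are a possible explanation for the lower count of 285; the cause was not tested. DESeq2 on the recovered reads gave 443 genes for E-OEX and wild-type LE, 275 of them among the 277, and its calls on simulated counts at that spread were false in 12% of cases.

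Across the fits that each left out 1 library, the counts ranged from 56 to 322 for E-OEX and wild-type LE, from 362 to 728 for E-OEX and wild-type GE, from 60 to 904 for U-OEx and E-OEX LE and from 179 to 449 for the interaction, and the cause was not tested. The other ranges stayed within a factor of 1.5 of the full count: 5548 to 6108 for wild-type GE and LE, 3387 to 4200 for E-OEX GE and LE, and 2757 to 3439 for U-OEx and wild-type LE. Before adjustment over panels, the p-values of the panel tests kept their side of 0.05 in each of these fits.

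The self-contained test fry put the gland panel in E-OEX GE against LE (mean log2 difference 2.79) past the threshold in limma, with an adjusted p = 0.0252 against an adjusted p = 0.489 in the competitive test camera, and the range over the other alternatives was 0.154 to 0.489. The tests ask different questions: fry asks whether the panel changed at all, and camera whether it changed more than the other listed genes, most of which were higher in GE.

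Scaling moved the balance of directions in some comparisons, and in some also the counts. For E-OEX and wild-type GE the deposited scale gave 789 genes, 71.6% higher against 41.3%, and shared 501 of the 670 genes. For E-OEX and wild-type LE it gave 263 genes, 58.6% higher against 48.0%. Quantile normalization gave 42.5% positive interactions against 54.3% (341 genes), with the median interaction moving from 0.33 to about 0, and 46.5% against 67.2% higher in GE within E-OEX (3251 genes, 2986 of them among the 4491). For wild-type GE and LE it gave 5381 genes, 2688 of them higher in GE, against 3628 of 6223. For U-OEx and E-OEX LE the deposited scale gave 583 genes against 642.

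The replicate block gave 292 genes for E-OEX and wild-type LE, 3182 for U-OEx and wild-type LE and 612 for U-OEx and E-OEX LE. Same-numbered libraries of these groups deviated together at r = 0.00577, -0.0223 and 0.0421, so the numbers carry no visible pairing. With the block, limma's camera gave an adjusted p = 0.0163 for the Notch panel in E-OEX LE, an adjusted p = 0.0273 for it in U-OEx LE and an adjusted p = 0.282 for the gland panel in E-OEX LE. Over the alternatives without a library left out, limma's adjusted p ranged from 0.0153 to 0.0252, from 0.00434 to 0.0291 and from 0.175 to 0.354 for these 3 tests.

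Of the 131 results for named genes, none lost its place without the filter, 9 did after quantile normalization, 4 in edgeR, 4 of the 115 that could be tested in the single fit over 5 groups, 2 with the block, 2 with a pseudocount of 0.1, 1 in DESeq2 and 1 of 64 on the deposited scale. With single libraries left out, 22 of the 131 lost their place in at least 1 fit, and up to 9 of 55 did in a single fit (without E-OEX GE replicate 3). The filter removed no gene from the GE and LE comparisons or the interaction, so its absence could not move those. At the spread between the E-OEX and wild-type LE libraries, 23.5% of simulated 4-fold changes were recovered, and 1.5% in the interaction, so genes outside the calls there cannot be read as unchanged.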

Other observations

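In this part, the tests of the cell type and stress panels were chosen after those genes had been seen to differ, although the cell type lists were written earlier; the rank tests of gene order and the reassignment of wild-type libraries were set before their results were seen.

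The glandular libraries carried markers of cells that are not epithelial. Among wild-type libraries, 23 of 23 listed stromal, smooth muscle and endothelial panel genes were higher in GE than in LE, against 56.8% of the other genes (Fisher's exact test, two-sided, p = 4.05e-06). In the E-OEX tables all 25 listed were higher in GE, against 63.7% of the others (Fisher's exact test, two-sided, p = 2.20e-05). Both tests count genes as independent, so their p-values do not measure the spread between libraries. The smooth muscle gene Myh11, chosen after its values were seen, was 7.34 ± 5.32 in wild-type LE, 1233 ± 427 in wild-type GE, 4.48 ± 3.66 in E-OEX LE and 5138 ± 252 in E-OEX GE (SD, n = 3 each). This is consistent with RNA of stroma, muscle and vessels in the glandular libraries, in both genotypes, and part of the differences between GE and LE may therefore reflect other cells. Sparcl1, Rgs5 and Col6a4, which lead the GE excess in E-OEX, are candidates for such an origin but were not tested singly. The wild-type LE libraries also differed in some of these panel genes. Vim, chosen after its values were seen, was 183, 2159 and 781 in replicates 1 to 3, whereas Acta2 (83.9, 83.0 and 27.9) had another order.

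Heat shock and immediate early genes showed the same direction. All 11 listed in the wild-type tables were higher in GE (Fisher's exact test, two-sided, p = 0.00348), as were all 23 listed in the E-OEX tables (p = 3.88e-05, Fisher's exact test, two-sided). The same limit on genes as units holds for these p-values. Hspa1b, chosen after its values were seen and nearly identical to Hspa1a, was 8984 ± 5199 in wild-type LE, 103200 ± 7796 in wild-type GE and 294610 ± 65443 in E-OEX GE. In the interaction the 11 shared genes had a mean of 1.93, with 10 positive. A stress response during the isolation of glands is a candidate explanation, and it cannot be told apart here from a difference between the epithelia in the animal. Hes1 and Myc can also respond to stress, so their levels in GE carry this limit.

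The order of the genes in the tables carries information on how they were made. In the wild-type tables the position of a gene correlated with the p-value of the GE and LE comparison at Spearman's rho = 0.808 across genes, and in the E-OEX tables at 0.764. In the U-OEx tables the position correlated with the p-value of the comparison with wild-type LE at 0.968, and with that of the comparison with E-OEX LE at 0.361. The tables may thus have been exported from comparisons sorted by p-value, with U-OEx LE set against wild-type LE. Genes are not independent replicates and no biological explanation was tested.

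The similarity of the luminal changes in E-OEX and U-OEx could arise from the shared wild-type libraries alone. With different wild-type libraries for each genotype the lowest correlation across genes was r = 0.415 over 6 assignments, against 0.729 with the same libraries. The sharing therefore accounts for part of the correlation at most. A common response of the luminal epithelium to Notch1 overexpression is a hypothesis, which separate processing and batches that the labels do not give leave open.

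The E-OEX LE libraries differed widely among themselves in Hp, Foxa2 and Lif, of which only Hp passed the threshold against wild-type LE. Hp was 2356, 254 and 47.5 in replicates 1 to 3, Foxa2 was 426, 41.8 and 52.9, and Lif was 518, 147 and 36.7. In U-OEx LE the replicates of Hp were 8322, 5748 and 6486. Lactotransferrin, Ltf, chosen after its values were seen, was 1136 ± 1114 in wild-type LE, 24428 ± 12185 in E-OEX LE and 105550 ± 37163 in U-OEx LE (SD, n = 3 each), with log2 fold changes over wild type of 4.58 and 6.89 (limma adjusted p = 0.00477 and 8.51e-05). Olfm4 had no reads in wild-type LE, 302 ± 67.5 in wild-type GE and 29264 ± 16226 in U-OEx LE, so the U-OEx luminal level lies far above that of either wild-type epithelium. No explanation was tested for these values.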
